A study of Glycine max with 30 samples.

How the data were processed

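Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map histone H3 trimethylated at lysine 4 (H3K4me3) and at lysine 27 (H3K27me3) in soybean, Glycine max cultivar Williams 82. H3K4me3 marks the start of expressed genes, and H3K27me3 is laid down by Polycomb complexes over repressed genes. Per the labels, 5 stages were sampled: embryos at the cotyledon stage from seeds of 2.5 to 3.5 mm, early maturation embryos from seeds of 6 to 7 mm, mid-maturation embryos from seeds of 200 to 250 mg, late maturation embryos from yellow seeds of 230 to 500 mg, and seedlings 8 days old. Each stage had 2 biological replicates with each of 3 antibodies (H3K4me3, H3K27me3 and total H3 as the control), which makes 30 samples in 15 groups.

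Per the labels, chromatin was fragmented to between 100 and 500 bp and precipitated with 1 µg of the H3K4me3 antibody, 10 µg of the H3K27me3 antibody or 3 µg of the H3 antibody, and libraries were amplified for 15 PCR cycles. Late maturation embryos were treated differently. They were ground frozen and crosslinked on ice for 15 minutes, where the other tissues were crosslinked in 1% formaldehyde for 10 minutes, and their nuclei came from a density gradient. Differences between late maturation and the other stages are therefore also differences between protocols.

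The authors deposited 10 region lists, 1 per stage and mark, each serving both replicates. The replicates were thus pooled before the lists used here were made, no spread between replicates could be computed, and no difference between stages was tested against biological variation. The mid-maturation labels name no list, and those lists were matched to the stage by the stage code they carry.

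H3K4me3 lists give a position and 1 score per peak as deposited by the authors. The meaning of the score is not stated, and its lowest value lay between 2.01 and 2.15 in the 5 lists. Peak names in the early, mid- and late maturation lists carry the name of the MACS2 caller, and those of the cotyledon and seedling lists do not. The shortest peak was 129 bp at the cotyledon stage, 177 bp at early maturation, 197 bp at mid-maturation, 197 bp at late maturation and 124 bp in seedlings, so that caller settings may not have been equal. Scores were used to rank peaks within a list. For the named regions alone they were also averaged over the 4 embryo lists, whose median scores ran from 64.7 at late maturation to 137 at early maturation, so lists with higher scores weigh more in that choice.

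H3K27me3 lists are island summaries with a window of 200 bp and a gap of 600 bp in their names, the layout of the SICER caller. Each island has the deposited read counts of the ChIP and of the control, a fold over control, a p-value and a false discovery rate (FDR) from the authors. Within each list the deposited fold was 1 constant multiplied by the ratio of ChIP to control counts, from 1.32 at the cotyledon stage to 3.05 at early maturation. The deposited FDR values reached 0.498 in the late maturation list and 0.491 in the seedling list, and stayed under 0.05 in the other lists. All H3K27me3 lists were therefore limited to an FDR of 0.05, which removed 474 late maturation and 310 seedling islands.

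The aligner and genome build are not stated per the labels. The lists extend to base 62288266 of chromosome 18, past base 58285519 where the last gene of that chromosome ends in the RefSeq table of assembly Glycine_max_v4.0, so the builds differ. That table was not used for positions. The design had assumed tests on genes (genes marked by stage, lists of seed and photosynthesis genes, and the position of peaks along genes), and these were not made. Positions are given as in the lists, counted from 1.

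Covered length, width and number were computed per list. For each of the 10 stage pairs of a mark, the Jaccard index (bases in both lists over bases in either) was compared with 1000 draws in which the regions of the second list were placed at random on their chromosome without overlap, with a one-sided permutation p-value. The 20 tests were adjusted by the Benjamini-Hochberg method. Regions of the 5 lists of a mark that overlapped by at least 1 bp were merged into union regions, each present or absent at each stage. The share of H3K4me3 peaks overlapping an H3K27me3 island of the same stage by at least 1 bp was compared with 1000 random placements of the peaks. These tests ask whether positions coincide more than chance placement gives, and regions are not biological replicates. Shares have 95% Wilson intervals. These intervals cover counting error only. The shares of neighbouring regions are not independent.

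Named regions followed a rule set before the data were examined: for each mark, the 3 union regions present in all 4 embryo stages and absent in seedlings with the highest mean score or fold, and the 3 present in seedlings only with the highest value. Alternatives chosen before the data were examined were the lists as deposited, a stricter threshold (FDR of 0.001 and the 50% of H3K4me3 peaks with the highest scores), equal numbers of regions per list, chromosomes without scaffolds, a reciprocal overlap of 50%, an overlap of 50% of the H3K4me3 peak, and a shift of each region by 20 to 200 kb as the chance model. A minimum width of 200 bp and a minimum H3K27me3 fold of 3 were added after seeing the data.

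The placement test was tested on simulated lists of 47697 regions, with fewer draws: it called 20 of 20 lists with 30% of their regions planted as shared, and 1 of 20 unrelated lists at a threshold of 0.05. The unrelated lists were made by the same random placement as the draws, so a rate near the threshold was built in. It does not cover real regions that lie close together along chromosomes. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.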

Results

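H3K4me3 and H3K27me3 were profiled by ChIP-seq over soybean seed development and in seedlings, to follow where each mark lies as the embryo passes from the cotyledon stage through early, mid- and late maturation, and after germination. The data comprised 30 libraries: 2 replicates at each of 5 stages for H3K4me3, H3K27me3 and the H3 control. The region lists analysed pool both replicates, so values below have no replicate error and stand for 1 list per stage and mark. The depth of single libraries was not analysed here. Within H3K27me3 islands, the ChIP reads summed to 23990523 at the cotyledon stage, 6837194 at early maturation, 9978699 at mid-maturation, 8249535 at late maturation and 10138013 in seedlings. The control reads in the same islands summed to 8617809, 5613508, 3887154, 5780482 and 6493860, in the same order. The islands covered different lengths, and the mean ChIP density in them was 208 reads per kb at the cotyledon stage, 76.0 at early maturation, 119 at mid-maturation, 82.9 at late maturation and 122 in seedlings.

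The first comparison asked how many places carried each mark at each stage. The H3K4me3 lists held 44248 peaks at the cotyledon stage, 44752 at early maturation, 47697 at mid-maturation, 41536 at late maturation and 52891 in seedlings. They covered 43.4, 47.2, 46.5, 36.2 and 49.3 Mb in that order. Late maturation therefore had both the fewest H3K4me3 peaks and the shortest covered length of the 5 lists, and seedlings had the most of both. The median peak width was 972 bp at the cotyledon stage, 1036 bp at early maturation, 971 bp at mid-maturation, 843 bp at late maturation and 926 bp in seedlings. Peaks shorter than 200 bp numbered 3309 in the cotyledon list and 5145 in the seedling list, against 895, 377 and 362 at early, mid- and late maturation. Without them, the seedling list still held the most peaks, 47746, but the mid-maturation list came close with 47320. The late maturation list held 41174 and no longer had the fewest, since the cotyledon list held 40939.

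At an FDR of 0.05, the H3K27me3 lists held 21435 islands at the cotyledon stage, 14155 at early maturation, 15672 at mid-maturation, 16871 at late maturation and 19398 in seedlings. The islands covered 115 Mb at the cotyledon stage, 89.9 Mb at early maturation, 84.0 Mb at mid-maturation, 99.6 Mb at late maturation and 83.1 Mb in seedlings. Islands were wider than H3K4me3 peaks, with a median width of 3800 bp at the cotyledon stage, 4600 bp at early maturation, 3800 bp at mid-maturation, 4200 bp at late maturation and 3000 bp in seedlings. The median fold over control given by the authors was 2.74, 3.06, 3.09, 2.38 and 2.35 from the cotyledon stage to seedlings. The order of the stages depended on the threshold: with a fold of at least 3, an alternative chosen after seeing the data, 9301 cotyledon, 7321 early maturation and 8162 mid-maturation islands were left, and 4360 late maturation and 4875 seedling islands. The cotyledon list was the longest under both thresholds, while seedlings passed from the second longest to the second shortest.

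**Figure D1:**
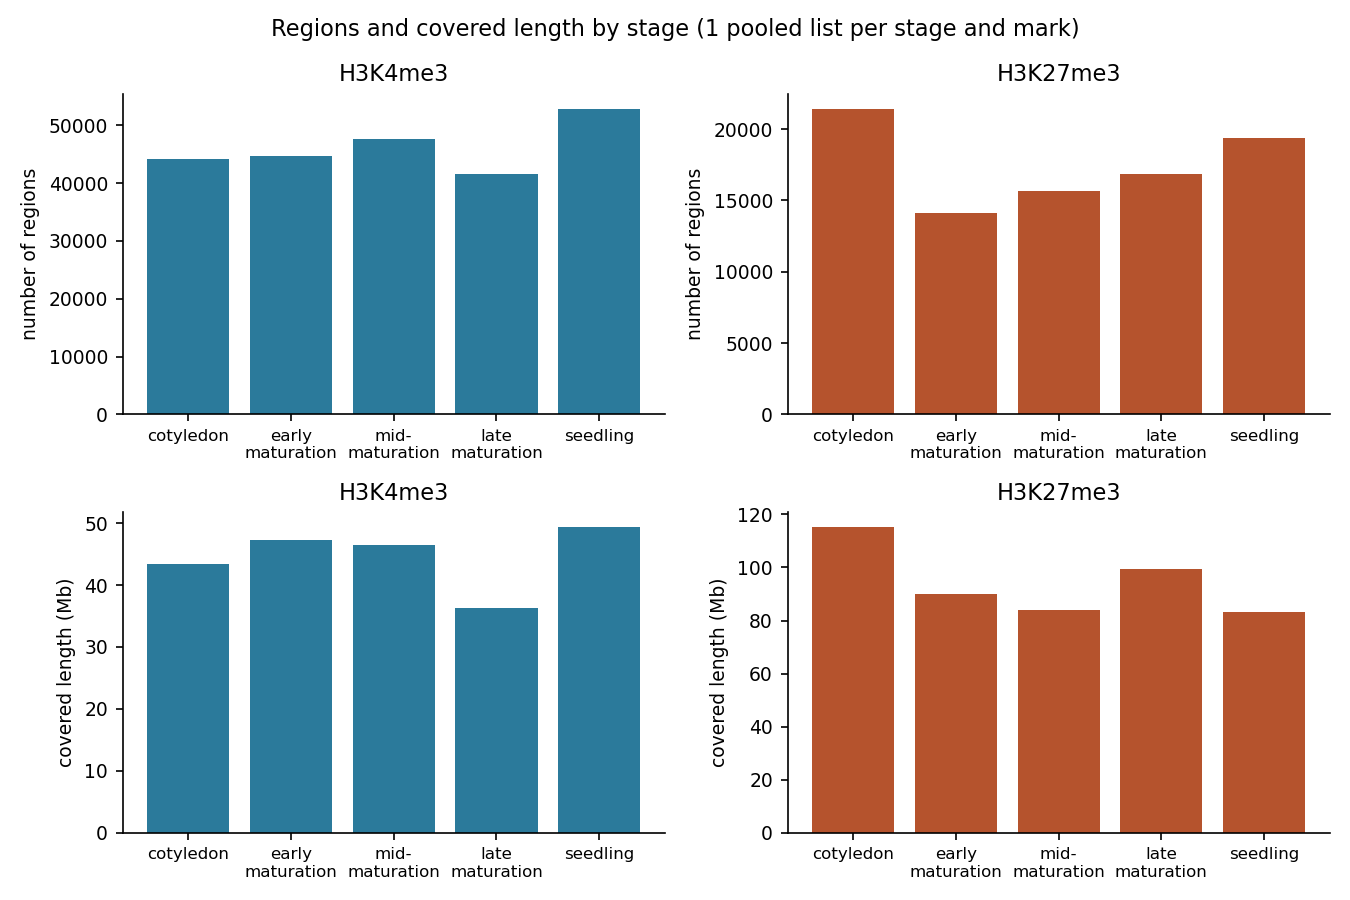
Number of regions and covered length in Mb (vertical axes, from 0) at each of the 5 stages for H3K4me3 (left) and H3K27me3 at an FDR of 0.05 (right), each bar being 1 list that pools both replicates, with no error bars for that reason. H3K4me3 is lowest at late maturation (41536 peaks, 36.2 Mb), and H3K27me3 is highest at the cotyledon stage (21435 islands, 115 Mb).

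The second comparison asked how far a mark stayed at the same place from stage to stage. For H3K4me3 the Jaccard index of covered bases was highest between the cotyledon stage and early maturation, 0.807, where random placement gave 0.0254 on average and 0.0268 at most in 1000 draws. Early and mid-maturation followed with 0.792. The 4 pairs that included late maturation were the lowest: 0.600 with seedlings, 0.602 with the cotyledon stage, 0.604 with early maturation and 0.636 with mid-maturation. Pairs of seedlings with the cotyledon stage, early maturation and mid-maturation gave 0.658, 0.681 and 0.697. By number of peaks, 91.5% of the late maturation H3K4me3 peaks overlapped a seedling peak by at least 1 bp. Of the seedling peaks, 71.7% overlapped a late maturation peak. The alternative that moved these indices most was the stricter threshold, under which the cotyledon and late maturation lists were the least similar pair, with 0.522, and early and mid-maturation the most similar, with 0.769. The cotyledon and late maturation pair was also the lowest with equal numbers of peaks (0.603) and with a width of at least 200 bp (0.604).

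For H3K27me3 the highest index was that of early and mid-maturation, 0.738, and the lowest that of the cotyledon stage and seedlings, 0.600. The 4 pairs with seedlings ranged up to 0.646, reached with mid-maturation. Late maturation gave 0.703 with mid-maturation, 0.680 with early maturation, 0.646 with the cotyledon stage and 0.615 with seedlings for H3K27me3. Of the early maturation islands, 98.7% overlapped a cotyledon island by at least 1 bp, whereas 64.4% of the cotyledon islands overlapped an early maturation island. With a fold of at least 3, the cotyledon and seedling index fell to 0.367, and the mean index was 0.401 for the 4 pairs with seedlings and 0.512 for the 4 pairs with late maturation, against 0.678 for the pairs among the cotyledon, early and mid-maturation lists. With equal numbers of islands, both extremes changed: the highest index was that of the cotyledon stage and early maturation, 0.743, and the lowest that of late maturation and seedlings, 0.601. In all 20 comparisons the observed index exceeded every random draw (one-sided permutation p = 0.001, Benjamini-Hochberg adjusted p = 0.001, the smallest that 1000 draws can give). The observed index was 25.1 to 31.8 times the random mean for H3K4me3 and 10.5 to 15.0 times for H3K27me3.

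**Figure D2:**
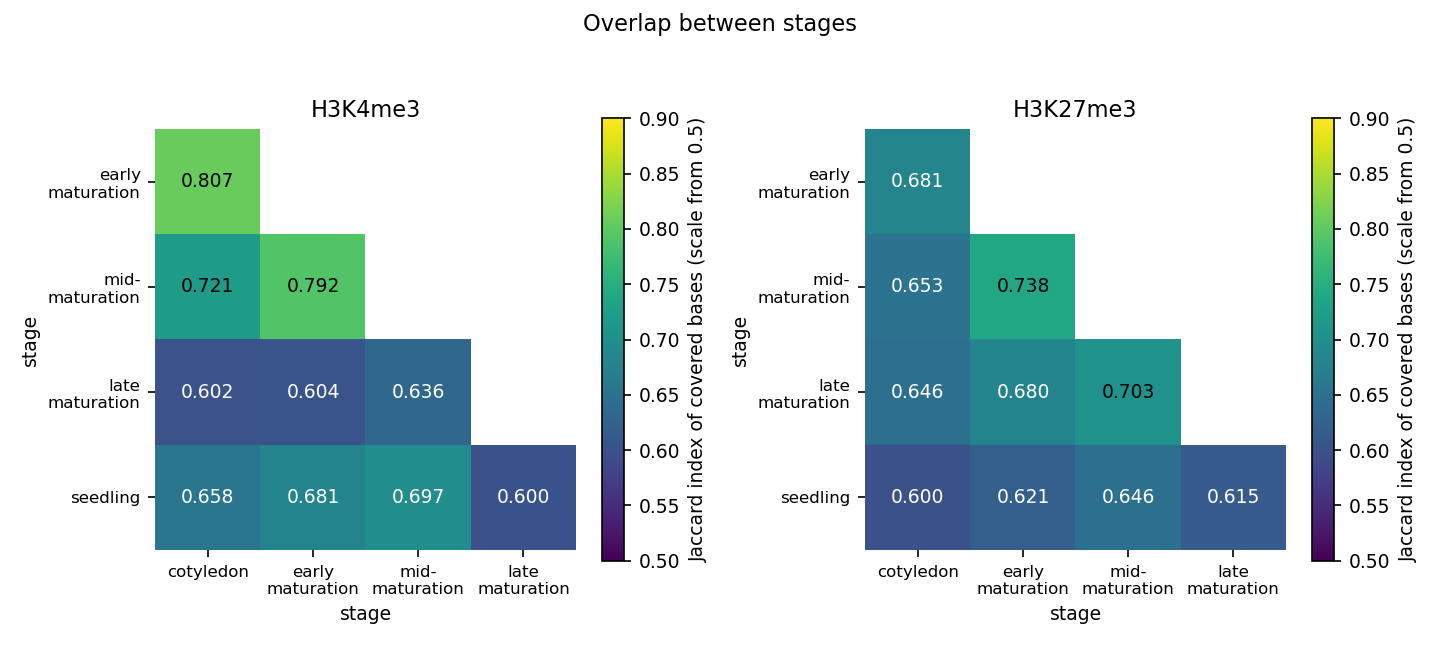
Jaccard index of covered bases for each pair of the 5 stages, H3K4me3 on the left and H3K27me3 on the right, with both axes giving stages and the colour scale running from 0.5 to 0.9. The late maturation pairs are lowest for H3K4me3 (0.600 to 0.636), and for H3K27me3 the seedling pairs are low (0.600 to 0.646).

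The third comparison followed regions that appeared or disappeared. The 5 H3K4me3 lists merged into 59325 union regions, of which 33502 (56.5%) were present at all 5 stages and 12234 (20.6%) at 1 stage only. The 5 H3K27me3 lists merged into 21923 union regions, with 10309 (47.0%) at all 5 stages and 5335 (24.3%) at 1 stage only. These counts depended on the settings. With a reciprocal overlap of 50%, 30726 H3K4me3 and 14215 H3K27me3 regions belonged to 1 stage only. Under the stricter threshold, 15950 H3K4me3 regions were present at all 5 stages and 4739 at 1 stage only, and with a fold of at least 3, 2164 H3K27me3 regions were present at all 5 stages. Of the H3K4me3 regions present at 1 stage only, 6019 belonged to seedlings, 2166 to late maturation, 1988 to mid-maturation, 1260 to the cotyledon stage and 801 to early maturation. These were short, with median widths between 205 bp at the cotyledon stage and 358 bp at late maturation. Of the H3K27me3 regions at 1 stage only, 3524 belonged to the cotyledon stage, 1103 to seedlings, 633 to late maturation, 40 to mid-maturation and 35 to early maturation.

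From stage to stage, 94.5% of the H3K4me3 regions of the cotyledon stage were retained at early maturation (95% Wilson interval 94.3 to 94.7), and 94.6% of those of early maturation at mid-maturation (94.4 to 94.8). From mid- to late maturation 79.0% were retained (78.7 to 79.4), with 9700 lost and 3394 gained. From late maturation to seedlings 91.7% were retained (91.4 to 91.9), with 3339 lost and 12849 gained. Equal numbers of peaks per list remove the differences in list length by construction. Under this setting the step to late maturation had 5639 lost and 4620 gained, and the step to seedlings 5268 lost and 5817 gained. Losses exceeded gains at the step to late maturation, and gains exceeded losses at the step to seedlings, under the stricter threshold (5433 lost and 2313 gained, then 1748 lost and 7358 gained).

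For H3K27me3, 63.5% of the regions of the cotyledon stage were retained at early maturation (62.8 to 64.2), with 7191 lost and 154 gained. The later steps retained 91.7% (91.3 to 92.2) to mid-maturation, 92.1% (91.6 to 92.5) to late maturation and 83.0% (82.4 to 83.6) to seedlings. They gained 1535, 2477 and 3035 regions and lost 1046, 1040 and 2477. The net change to late maturation changed its direction with a fold of at least 3, where 403 regions were gained and 3685 lost. The net changes to mid-maturation and to seedlings stayed gains with a fold of at least 3, with 1533 gained and 1174 lost, and 2022 gained and 1748 lost. The loss after the cotyledon stage exceeded the gain with a fold of at least 3 as well, with 2772 lost and 790 gained. It was the largest loss of the 4 steps at an FDR of 0.05, but not with equal numbers, where the step to seedlings lost 2962 regions against 1714, nor with a fold of at least 3, where the step to late maturation lost more.

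**Figure D3:**
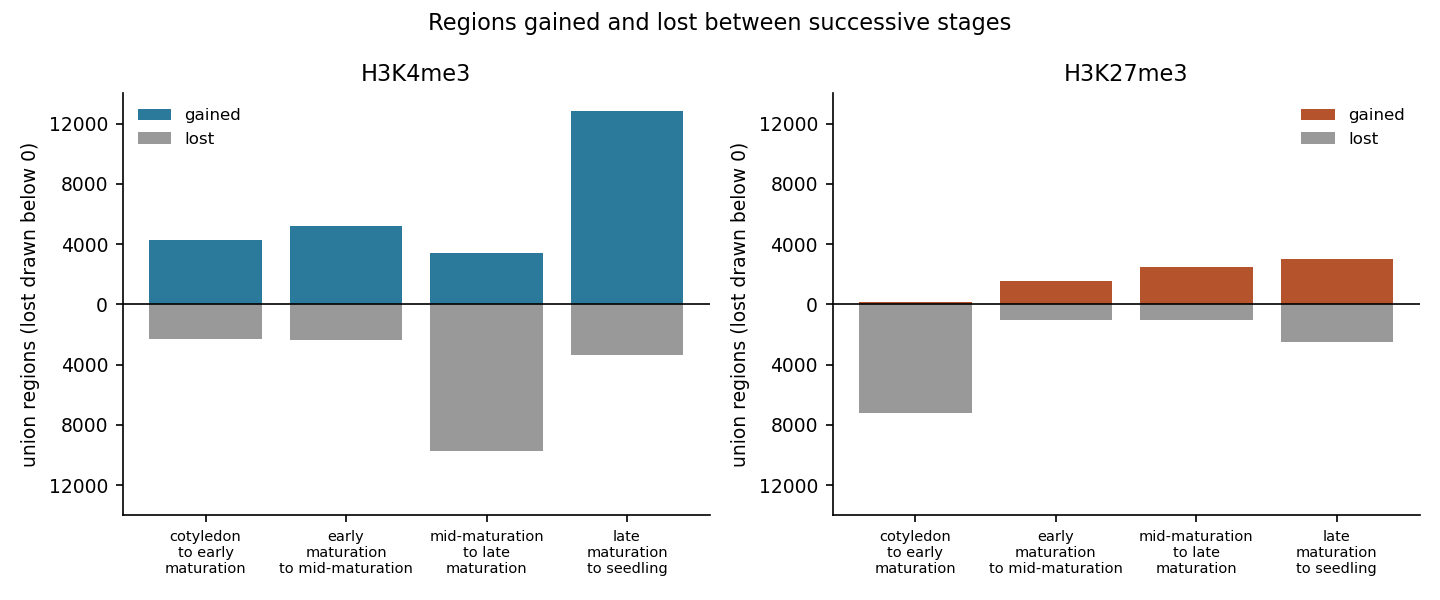
Union regions gained (above 0) and lost (below 0) at each of the 4 successive steps for H3K4me3 (left) and H3K27me3 (right), the vertical axis being a number of regions. The largest H3K4me3 loss is that to late maturation (9700) and the largest H3K27me3 loss that to early maturation (7191).

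For H3K4me3, 349 regions (0.588% of the union) were present in all 4 embryo stages and absent in seedlings, and 6019 (10.1%) were present in seedlings only. For H3K27me3 there were 703 (3.21%) and 1103 (5.03%), an order that was reversed with equal numbers of islands (1162 and 696) and with a fold of at least 3 (1091 and 300). The highest-ranked H3K4me3 region of all 4 embryo stages lay on chromosome 14 from 7958734 to 7961248, with authors' scores of 117 at the cotyledon stage, 228 at early maturation, 215 at mid-maturation and 179 at late maturation. The next lay on chromosome 8 from 38670805 to 38673961, with scores of 173, 265, 238 and 38.9, and was left in 3 lists under the stricter threshold. The last of the 3 lay on chromosome 3 from 45799375 to 45801942, with scores of 168, 205, 223 and 101. Among seedling-only H3K4me3 regions, those with the highest scores were on chromosome 8 from 44127084 to 44129190 (134), on chromosome 9 from 5079944 to 5082062 (132) and on chromosome 13 from 31421611 to 31423487 (122).

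The H3K27me3 region of all 4 embryo stages with the highest mean fold lay on chromosome 13 from 6797401 to 6799400, with a fold of 8.65 at the cotyledon stage, 4.33 at early maturation, 5.64 at mid-maturation and 3.64 at late maturation. A region of 6200 bp on chromosome 10, from 45299801 to 45306000, had folds of 4.79, 4.44, 7.78 and 4.03. One of 6400 bp on chromosome 9, from 17746201 to 17752600, had folds of 5.78, 4.46, 3.94 and 6.81. The seedling-only H3K27me3 regions with the highest folds were on chromosome 2 from 11423001 to 11423800 (6.53), on chromosome 11 from 11801201 to 11802600 (5.17) and on chromosome 18 from 46009201 to 46016800 (4.94). The genes at these places were not analysed here.

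The last comparison asked whether both marks lay at the same place within a stage. At the cotyledon stage 20% of H3K4me3 peaks overlapped an H3K27me3 island (8861 of 44248, 95% Wilson interval 19.7 to 20.4), where random placement gave 14.5% on average. The share was 16.0% (15.6 to 16.3) at early maturation against 11.2% at random, 18.3% (17.9 to 18.6) at mid-maturation against 10.6%, 17.7% (17.4 to 18.1) at late maturation against 12.3%, and 21.9% (21.5 to 22.2) in seedlings against 10.8%. Each share exceeded all 1000 random draws, by a ratio of 1.38 at the cotyledon stage, 1.42 at early maturation, 1.72 at mid-maturation, 1.45 at late maturation and 2.03 in seedlings (one-sided permutation p = 0.001 at each stage, the smallest possible).

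The excess over random placement held at all 5 stages with the lists as deposited, with equal numbers (ratios of 1.28 to 1.51), with a width of at least 200 bp (1.27 to 1.88), with a fold of at least 3 (1.15 to 2.04) and with an overlap of 50% of the peak (1.49 to 2.40). It did not hold at every stage under the remaining settings. When peaks were shifted by 20 to 200 kb, which keeps them in the same part of the chromosome, the expected share rose to 23.3% at the cotyledon stage, 18.4% at early maturation and 19.9% at late maturation, and the observed share lay below every draw there. At mid-maturation and in seedlings the shifted share was 16.9% and 17.5%, and the observed share stayed above it. Under the stricter threshold the overlap fell below chance at all 5 stages, for example to 3.58% at mid-maturation, where random placement gave 11%.

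**Figure D4:**
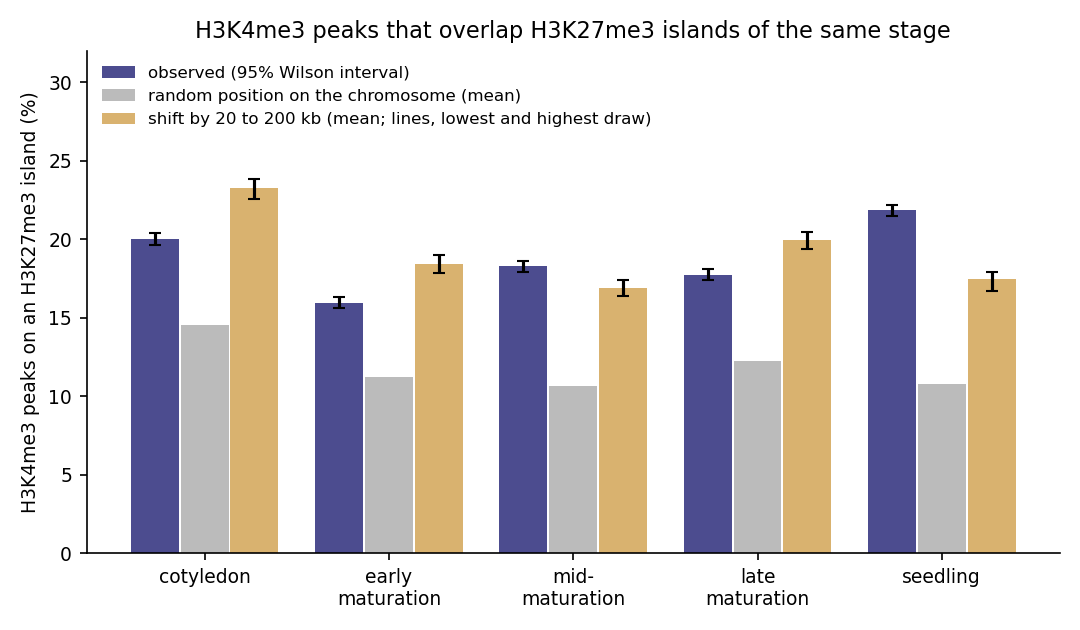
Percentage of H3K4me3 peaks that overlap an H3K27me3 island of the same stage (vertical axis, from 0) as observed with 95% Wilson intervals, after random placement on the chromosome (mean of 1000 draws) and after a shift by 20 to 200 kb (mean, with the lowest and highest draw). The observed share lies above random placement at all 5 stages, and above the shifted share at mid-maturation (18.3% against 16.9%) and in seedlings (21.9% against 17.5%).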

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

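All 4 tests in this part were chosen only after the overlap or control reads concerned had been seen. The late maturation and seedling H3K27me3 lists hold islands with an FDR between 0.05 and 0.5, 474 at late maturation and 310 in seedlings. These islands entered no main comparison, only the alternative with the lists as deposited. They drew attention because these excluded islands lay where other stages have islands. At late maturation, 62.9% of them overlapped an island of another stage (95% Wilson interval 58.4 to 67.1), and in seedlings 47.4% did (41.9 to 53.0). Their median fold over control was 1.08 at late maturation and 1.07 in seedlings.

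Position in the same chromosome neighbourhoods was tested by shifting the islands by 20 to 200 kb. The shifted islands overlapped another stage's islands in 37.2% of cases at late maturation and 23.9% in seedlings on average, at most 44.1% and 31.3%. The observed share was 1.69 times the shifted mean at late maturation and 1.98 times in seedlings, above all 1000 draws (one-sided permutation p = 0.001, the smallest possible), which argues against neighbourhood as the whole cause.

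Locally high read density in the control as well as the ChIP could place weak islands where other stages also have islands. The islands of other stages at these places held more control reads per kb than the median of their own list, by a ratio of 1.06 for the late maturation islands and 1.10 for the seedling islands. After shifting, the mean of this ratio was 0.991 for both, and at most 1.02 and 1.04. The ratio lay above all 1000 shifted draws for both stages. However, the islands were picked for a weak FDR, and their low fold needs many control reads. That choice alone could raise the ratio, so the test leaves open whether high control density contributes to the pattern. How much overlap an excess of this size would give was not tested, and neither was ChIP density. The median of control reads within these islands, 84.6 per kb against 55.8 in the rest of the late maturation list and 122 against 78.0 in seedlings, decides nothing, since a low fold needs many control reads. Weak H3K27me3 at places marked at other stages stays open and untested as a biological explanation.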

How the results depend on the processing

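No paired analysis was possible because each list pools both replicates. For the same reason leaving out each replicate was not run. Alternatives set before the data were examined for genes marked by stage, gene lists between embryo and seedling, and the position of peaks along genes were not run, because no annotation of the build of the lists was used here. The cause of the changes below was not tested except where stated.

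All 20 Jaccard indices stayed above chance under every alternative run on them. Chromosomes without scaffolds, run on the number, covered length and width of regions, moved none of these. For H3K27me3 this setting could change nothing, because no island lay on a scaffold. For H3K4me3 it removed between 77 peaks at late maturation and 110 in seedlings, too few to move much. An overlap of 50% of the H3K4me3 peak, run on the overlap of the marks, reversed none of the 5 stages. The lists as deposited moved no result they were run on, which were the H3K27me3 results and the overlap of the marks. The limit was 1.5 times for a count or covered length.

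Of the results tested against chance, the overlap of the marks was the one that reversed. After shifts by 20 to 200 kb, the ratio of observed to expected share was 0.861 at the cotyledon stage, 0.866 at early maturation and 0.890 at late maturation. Under the stricter threshold the ratio to random placement was 0.410 at the cotyledon stage, 0.373 at early maturation, 0.325 at mid-maturation, 0.599 at late maturation and 0.629 in seedlings. Each of these 8 ratios lay below all 1000 draws (one-sided permutation p = 0.001).

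The stricter threshold by construction kept about 50% of each H3K4me3 list: 22124, 22378, 23858, 20775 and 26452 peaks from the cotyledon stage to seedlings. It covered 30.2 Mb at early maturation, 29.8 Mb at mid-maturation and 23.6 Mb at late maturation. The H3K4me3 union fell to 30421 regions, with 15950 at all 5 stages, 4739 at 1 stage, 224 in embryos and not seedlings and 2557 in seedlings only. Gains were 2039 to early maturation, 2545 to mid-maturation and 7358 to seedlings, and losses were 1079 to mid-maturation, 5433 to late maturation and 1748 to seedlings.

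Equal numbers of regions gave 889 H3K4me3 regions in embryos and not seedlings, 2445 in seedlings only, 2843 gained to mid-maturation, 5639 lost to late maturation, and 5817 gained and 5268 lost to seedlings. For H3K27me3 they gave 2838 regions at 1 stage, 1162 in embryos and not seedlings, 696 in seedlings only, 1165 gained and 1714 lost to early maturation, 955 gained and 1678 lost to mid-maturation, and 1875 gained to seedlings. Each list held the same number of regions, so the net change of a step cannot show whether more or fewer places were marked. For H3K27me3 the net changes to mid-maturation and to seedlings were losses under this setting, with 2962 lost to seedlings. They were gains in the main comparison. The order of H3K27me3 regions in embryos and not seedlings against those in seedlings only was reversed, as it was with a fold of at least 3. Whether depth limits these counts was not decided: the estimated background ChIP density in regions shared by all stages was 56.8 reads per kb at the cotyledon stage and 20.5 at early maturation, and an island absent from the early maturation list may lie under its detection limit.

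A fold of at least 3, chosen after seeing the data, left 9301, 7321, 8162, 4360 and 4875 H3K27me3 islands from the cotyledon stage to seedlings, covering 73.4 Mb at the cotyledon stage, 41.9 Mb at late maturation and 30.3 Mb in seedlings. The union fell to 10937 regions, with 2164 at all 5 stages, 2954 at 1 stage, 1091 in embryos and not seedlings and 300 in seedlings only. Early maturation gained 790 and lost 2772, late maturation gained 403 and lost 3685, and seedlings gained 2022. The net change to late maturation changed sign.

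A width of at least 200 bp, also chosen after seeing the data, moved 2 counts for H3K4me3: 3990 regions in seedlings only, and 1425 lost from the cotyledon stage to early maturation.

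A reciprocal overlap of 50% splits regions whose borders differ. Regions at all 5 stages fell to 29948 for H3K4me3 and 8394 for H3K27me3, within the limit, and the counts that follow rose. For H3K4me3 it gave 30726 regions at 1 stage, 628 in embryos and not seedlings and 11825 in seedlings only. The gains were 7534, 8145, 7898 and 19492 over the successive steps, and the losses 7021 to early maturation, 5209 to mid-maturation and 8152 to seedlings. For H3K27me3 the union rose to 33299, with 14215 at 1 stage, 1447 in embryos and not seedlings and 4984 in seedlings only. The gains were 1848, 3900, 4799 and 8090, and the losses 2400 to mid-maturation, 3597 to late maturation and 5582 to seedlings.

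Other changes concerned median widths and named regions: 6 results moved under the stricter threshold, 5 with a fold of at least 3 and 3 with a width of at least 200 bp.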

Other observations

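The tests of neighbourhood, of score rank and of width for the first pattern, and that of caller settings, were chosen only after the result was seen. The other tests in this part were written before their result was seen.

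H3K4me3 regions present at mid-maturation only lay in H3K27me3 islands more often than those of any other single stage. Of the 1988 regions, 50.9% overlapped a mid-maturation H3K27me3 island (95% Wilson interval 48.7 to 53.1), against 24.4% for cotyledon-only, 19.6% for early maturation-only, 23.7% for late maturation-only and 33.0% for seedling-only regions in the islands of their own stage, and 11.3% of the regions present at all 5 stages in mid-maturation islands. The same 1988 regions overlapped the islands of the other 4 stages in 50.4% to 58.0% of cases. Their share was 3.26 times that of regions shifted by 20 to 200 kb, above all 1000 draws (one-sided permutation p = 0.001, the smallest possible), which argues against neighbourhood. Low scores gave no such share in the cotyledon list. Cotyledon-only regions weighted to the same score ranks lay in cotyledon islands in 24.3% of cases (95% bootstrap interval 21.9 to 26.8). Weighted to the same widths, they did so in 24.2% of cases (21.4 to 27.2). Both comparisons rest on the cotyledon list, whose caller settings may have differed. They do not exclude weak or narrow peaks as a cause at mid-maturation. Some H3K27me3 chromatin in the mid-maturation H3K4me3 libraries may account for it. These regions were 2.06 times as frequent per Mb in the 20% of islands with the highest ChIP density as in the 20% with the lowest (bootstrap interval 1.66 to 2.67), where the cotyledon ratio was 0.672 (0.461 to 1.02). The ratio was 0.482 at late maturation (0.361 to 0.660) and 0.606 in seedlings (0.501 to 0.717). At early maturation it was 1.09 (0.682 to 1.75), an interval that overlaps that of mid-maturation. A true presence of both marks at mid-maturation stays open and was not tested.

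Regions with H3K4me3 in all 4 embryo stages and not in seedlings carried H3K27me3 in seedlings more often than at mid-maturation. Of the 349 regions, 29.8% overlapped a seedling island and 14.3% a mid-maturation island, a gain of 15.5 percentage points, with 63 regions in a seedling island alone of the 2 and 9 in a mid-maturation island alone. Regions present at all 5 stages gained 3.16 points. Regions of all 5 stages drawn to match the mid-maturation scores gained 4.55 points on average and 10.6 at most in 10000 draws (one-sided permutation p = 0.0001, the smallest possible), and shifted regions gained at most 5.44 points (p = 0.001). Neither lower scores nor neighbourhood gave as large a gain. The size of the gain depends on the embryo stage chosen: it was 0.573 points from the cotyledon stage, 9.46 from early maturation and 7.45 from late maturation, where regions of all 5 stages fell by 2.85 points, gained 1.33 and fell by 0.179. An exchange of H3K4me3 for H3K27me3 between maturing embryos and seedlings is a candidate explanation, found and tested on the same lists. A difference in depth between the lists was not tested as a cause.

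H3K4me3 lists of late maturation and seedlings shared least with the others. The Jaccard index of the cotyledon and seedling lists, which hold the shortest peaks, was 0.658. This pair is one of those that define the pattern, and the settings behind each list are not stated, so the index decides nothing about caller settings. Caller settings, the late maturation protocol and the stage itself cannot be told apart in this design, because each stage has 1 list.

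More H3K27me3 islands were found at the cotyledon stage than at the others, and the depth of the ChIP libraries might be the cause. From the control reads and the deposited folds, the background ChIP density in regions shared by all stages was 2.77 times that of early maturation at the cotyledon stage, 1.53 times at mid-maturation, 1.48 times at late maturation and 2.20 times in seedlings. After scaling to the depth of early maturation, 49.8% of the 3524 islands found at the cotyledon stage only fell below the density of the lowest 5% of early maturation islands (95% Wilson interval 48.2 to 51.5), against 3.99% of cotyledon islands in regions shared by all stages. Islands found at the cotyledon stage only thus fell below this density more often than shared ones, and depth may account for some of them. Whether it accounts for most was not decided. The interval, which covers counting error only, spans the 50% set as the limit of this test. Depth and stage cannot be told apart for these islands because each stage has 1 list.

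The lower-scoring H3K4me3 peaks carried the overlap with H3K27me3. In the 50% of peaks with the lower scores, 33.8% overlapped an island at the cotyledon stage, 27.6% at early maturation, 33.0% at mid-maturation, 27.3% at late maturation and 36.2% in seedlings. In the other 50%, the shares were 6.29%, 4.36%, 3.61%, 8.17% and 7.55%.

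Narrow H3K27me3 islands with high folds were found almost only at 3 stages, and most of their places were in 1 list only. Islands of at most 1000 bp with a fold of at least 8 numbered 30 at the cotyledon stage, 78 at early maturation and 45 in seedlings. They numbered 1 at mid-maturation and 0 at late maturation. The highest fold of any late maturation island was 6.82, so the 0 there says nothing about narrow islands in particular. At mid-maturation the highest fold was 10.2, and 25 wider islands had a fold of at least 8. Of 106 such places in all, 71 were in 1 list only, and 12 were common to the cotyledon, early maturation and seedling lists. Of these 12 places, 11 lay in a mid-maturation island and 12 in a late maturation island at lower folds. On chromosome 2 from 40037801 to 40038400, chosen after its values were seen, the fold was 14.5 at the cotyledon stage, 20.4 at early maturation, 2.33 at mid-maturation, 1.96 at late maturation and 18.2 in seedlings. The ChIP reads there were 395, 322, 172, 401 and 286, and the control reads 36, 48, 109, 389 and 27. The H3 control rather than the ChIP thus differed most between stages at this place. At the 11 places with a mid-maturation island, the late maturation list had the most control reads of the 5 lists. It also had more ChIP reads there than the cotyledon list, in some cases in a wider island. The low late maturation folds at these 11 places thus came with a high H3 control, not with a low ChIP. The mid-maturation list had the fewest ChIP reads there. Reads were not scaled for depth. The pattern does not stand for all 12 places. On chromosome 14 from 4161401 to 4162000, no mid-maturation island was listed, and the ChIP differed more than the control. The ChIP reads there were 334 at the cotyledon stage, 131 at early maturation, 47 at late maturation (in a shorter island) and 276 in seedlings. The control reads were 33, 43, 19 and 48 in the same order.

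The island with the most control reads was the same place in all 5 lists, on chromosome 15 from 19611001 to between 19640800 and 19641600. It held from 22404 control reads at late maturation to 27064 in seedlings, 11.1 to 16.3 times the median control density of its list, and its fold was between 1.14 and 1.77.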
